A study of Mus musculus with 14 samples. Its data were reported in "Deficiency in the omega-3 lysolipid transporter Mfsd2a leads to aberrant oligodendrocyte lineage development and hypomyelination" (2023).

How the data were processed

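RNA was sequenced from brain cells of mice at postnatal day 8. Cells were dissociated with papain and bound either to CD140a (Pdgfra) microbeads, which take up oligodendrocyte precursor cells (OPCs), or to O4 microbeads, which take up immature oligodendrocytes. Each sort had 3 libraries from 2afl/fl mice, which carry an Mfsd2a gene flanked by loxP sites, and 4 from 2aOKO mice, in which the Cre recombinase expressed in OPCs deletes it. This gives 14 libraries in 4 groups, taken from the labels. The input was 900 ng of total RNA per library, as the labels state.

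According to the submitters' processing notes and the methods of the study, the reads were aligned to the mouse genome build mm39 with STAR 2.7.8a, counted against RefSeq genes and normalised in Partek Flow 10. The signal values deposited by the authors are read counts per gene divided by a size factor per library with the median-ratio method. They are scaled neither to the number of reads nor to the length of the gene. Reads that fit more than one gene leave fractions in these counts. The authors' tables of differential expression, made with DESeq2, also hold a p-value and its step-up false discovery rate, and these were deposited for 3 comparisons. The ratio deposited by the authors divides the group means of normalised counts. The signed fold change deposited by the authors is that ratio, or minus its inverse below 1. Statistics in these tables were used only to count genes, because those of 15.0%, 15.0% and 15.3% of the genes differed by more than 0.2 on the log2 scale from the means of that gene's own library values. The library values themselves were equal in all tables.

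Whole reads were not recoverable exactly. The smallest step between low values (up to 20) was searched per library, and 92.8% to 94.8% of the low values lay within 0.05 of a whole multiple of it. The range of the search was narrowed after one library first gave a step of a fraction of a read. The step, the value of 1 read, ran from 0.772 to 1.19, which puts the libraries at an estimated 32900000 to 44200000 counted reads. At that depth a tested gene at the minimum mean of 10 rests on few reads, and its counting error alone is large. Coordinates come from the authors' main file, in mm39. The reference supplied for this work is of an earlier build and was not used here.

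Values were transformed as log2(value + 1), and 15565 of 18355 genes with a mean of at least 10 were tested. The other 2790 were left out. limma 3.58.1 in R 4.3.3, with statmod 1.5.0 and the data.table package (version 1.17.8), fitted 1 mean per group to all 14 libraries with an intensity trend. Tests were two-sided, with Benjamini-Hochberg adjustment over the genes tested. The comparisons were O4 against OPC within each genotype, 2aOKO against 2afl/fl within each sort, the difference of the genotype effect between the sorts, and its average over both. Beside the adjusted threshold of 0.05, genes were counted at the threshold of the study, a fold change of at least 1.25 with an unadjusted p under 0.05. At that p chance alone gives 778 genes. All these p-values measure the spread between these samples. In each genotype comparison of the main fit fewer than 778 genes lay under 0.05, with 251 in OPCs and 450 in O4 cells. With the replicate number as a block, 1008 did in OPCs. The p-values of the main fit are thus not spread as chance would spread them, and 0 genes passing does not show that the genotypes are alike.

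Of 27 lists of genes written before the data were examined, 26 had at least 3 tested members. They cover OPC markers, committed and newly formed oligodendrocytes, myelin, activators and inhibitors of oligodendrocyte differentiation, cholesterol and fatty acid synthesis, phospholipid remodelling, sphingolipid synthesis, the cell cycle, cytosolic ribosomal proteins, MHC class I and class II, the interferon response, immediate early genes of dissociation and the response to ER stress. The markers of other cells cover interneuron progenitors, excitatory neurons, astrocytes, microglia, border macrophages, endothelium, pericytes, meningeal fibroblasts, ependyma with choroid plexus and erythroid cells. Peripheral leukocyte markers were left out, since 2 were tested. The lists were tested with camera of limma at a preset correlation of 0.01, and again with an estimated correlation and with fry. Counts of members are given over all genes and, where they differ, adjusted over the list alone. Genes that the study named on these libraries are given as values, since a list chosen on the same samples is not independent evidence of its direction.

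The genes named were fixed by a rule before the data were examined. They are Mfsd2a, up to 10 genes per direction with the smallest p among those at an adjusted p under 0.05 and a mean of at least 50, the 5 with the smallest p where fewer pass, the genes the study named, and up to 4 members of each list described. Not every gene that the rule takes is printed. Any gene outside the rule is said to be chosen after its values were seen. Group values are means with the standard deviation. For Mfsd2a and the list means per library, exact permutation tests enumerated all 35 splits of 3 and 4 libraries, so the smallest p is 0.0286. Adjusted over 26 lists, that smallest p stays above 0.05 unless most lists reach it.

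The replicate numbers of the labels were checked as pairs by the correlation, across genes, of deviations from the group means. It was 0.326 to 0.480 for the OPC and O4 libraries of the same genotype and number (7 pairs) and 0.121 to 0.493 for libraries of the same sort and number in different genotypes (6 pairs). Every pair exceeded 0.1, so the numbers were treated as pairing the libraries. Deviations of libraries with different numbers were not compared. Pairs of different genotypes, which cannot come from the same animal, reached 0.493, so these values do not separate an animal from another shared factor. The labels do not say what a number marks. Libraries of the same genotype and number are called an animal in the closing section, which is an assumption that these shared deviations do not settle.

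On simulated data with 200 genes changed among the 15565, 85 of 100 changed by 1 log2 unit and 98 of 100 changed by 2 were recovered for the genotype comparison in OPC, with 8 of 191 calls false. In O4 these were 90 and 98 of 100, with 10 of 198 false. A shifted list was called at an adjusted p of 3.42e-10 in OPC and 1.06e-18 in O4, and 0 unshifted lists were called. These values hold for the simulated data only. Under other splits of the real libraries, camera called 4 to 15 lists in OPC and 4 to 17 in O4. The simulation therefore does not show how often lists are called without a genotype effect in the real libraries.

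The alternatives were pseudocounts of 0.5 and 5, no filter, a mean of at least 50, centring each library at its median, quality weights per library, only the libraries compared, the replicate number as a block, an unadjusted p under 0.01 in the threshold of the study, and leaving out each library in turn. Added after seeing the data were a block over all 14 libraries, chromosome 17 left out, both 2afl/fl libraries numbered 2, or both numbered 3, left out, and all 4 libraries numbered 3 left out. Figures and file checks used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.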

Results

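Mfsd2a encodes a transporter that takes up lysophosphatidylcholine, a carrier of polyunsaturated fatty acids. The data compare oligodendrocyte precursor cells (OPCs) and O4-positive immature oligodendrocytes from brains of 2aOKO mice, in which Mfsd2a is deleted in OPCs, with those from 2afl/fl controls at postnatal day 8. Messenger RNA was measured in 3 2afl/fl and 4 2aOKO libraries of each sort. Their normalised totals ran from about 34100000 to 41000000, with 16964 to 17662 genes above 0, and the 10 most abundant genes held 3.43% to 6.14% of a library. The first principal component held 48.7% of the variance and separated the OPC libraries from the O4 libraries. The 2afl/fl O4 library 2 lay between the sorts on it, at 13.96, against 49.0 and 53.0 for the other 2afl/fl O4 libraries.

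Mfsd2a (chromosome 4, 122840644 to 122854982 in mm39) was read abundantly in every library, at 3615 normalised counts or more. In 2afl/fl OPCs the 3 libraries had 7585, 7979 and 16343, a mean of 10636 ± 4947 (SD, n = 3), and in 2aOKO OPCs the 4 libraries had 7055, 7188, 3665 and 6843, a mean of 6188 ± 1688 (SD, n = 4). In O4 cells the 2afl/fl libraries had 6762, 7777 and 12885, a mean of 9141 ± 3281 (SD, n = 3), and the 2aOKO libraries had 7101, 6536, 3615 and 6596, a mean of 5962 ± 1585 (SD, n = 4). The 2aOKO means were 58.2% and 65.2% of the control means, with log2 fold changes of -0.74 ± 0.32 (SE) in OPCs and -0.61 ± 0.32 in O4 cells, neither of which passed limma's test over all genes. Exact permutation of the libraries gave p = 0.0286 in OPCs, the smallest that 35 splits allow, and p = 0.114 in O4 cells. The difference rests largely on the 2afl/fl libraries numbered 3: without that library the log2 fold change was -0.38 in OPCs and -0.33 in O4 cells, and without all 4 libraries numbered 3 it was -0.15 and -0.11. Counts per gene do not show whether the deleted part is among the reads, so these values check nothing about the labels. Between the sorts Mfsd2a had a log2 fold change of -0.18 in 2afl/fl mice, which was 0.18 without the 2afl/fl OPC library 3 and 0.01 without the 2afl/fl O4 library 1, and of -0.05 in 2aOKO mice, which lay between 0.02 and 0.17 without any 1 of the 2aOKO OPC libraries 1, 2 and 4 and the O4 library 3.

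Endothelial cells of the blood-brain barrier also express Mfsd2a. The sum of 15 other endothelial markers, among them Cldn5 and Pecam1, was 5.64 to 7.86 times the Mfsd2a value in the 8 2aOKO libraries. In 4 of the 6 2afl/fl libraries the ratio lay in that range, at 5.70 to 7.48, while it was 1.85 and 2.49 in those numbered 3. Relative to this sum, the log2 difference between genotypes was -0.72 in OPCs (exact permutation p = 0.0571) and -0.42 in O4 cells (p = 0.486, also by exact permutation).

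**Figure D1:**
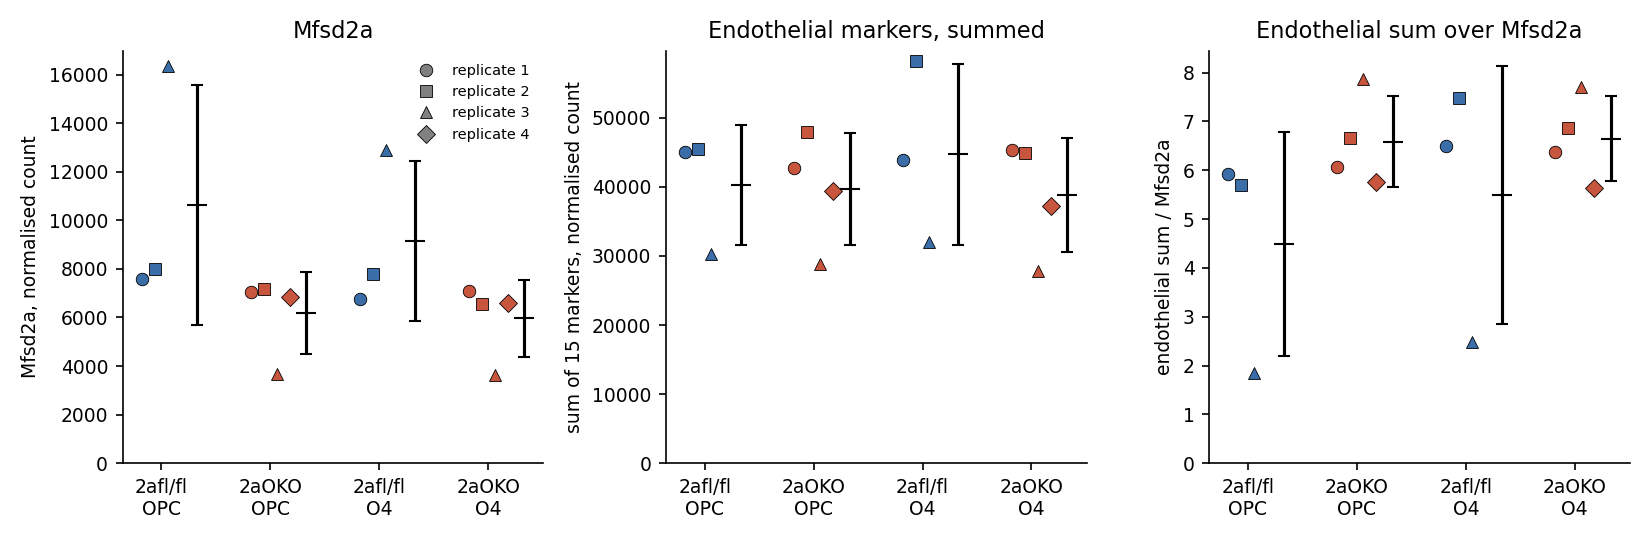
Normalised count of Mfsd2a in each library, by sort and genotype, where points are single libraries marked by replicate number and bars are the mean with the standard deviation. The 2afl/fl libraries numbered 3 are the highest of each sort and the 2aOKO libraries numbered 3 the lowest.

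The comparison of O4 with OPC libraries in 2afl/fl mice asks how far the sorts represent separate stages of the lineage. Myelin genes rose steeply in O4 cells: Mbp, which encodes myelin basic protein, went from 2480 ± 479 (SD, n = 3) to 366506 ± 227301 (SD, n = 3), a log2 fold change of 6.99 ± 0.38 (SE) with an adjusted p of 5.1e-08 by limma. Mag rose by 9.09, Mobp by 10.41 and the newly formed oligodendrocyte marker Enpp6 by 9.73 on the log2 scale. The cell cycle genes fell, with Cenpf at -1.08, and so did the precursor markers Pdgfra, the receptor used for the OPC sort, at -0.97 ± 0.20, Cspg5 at -0.70, Ptprz1 at -0.72 (not called with the replicate number as a block, nor without the OPC library 3, at -0.61, or the O4 library 1, at -0.50) and Fabp7 at -0.59. Pdgfra was still read at 140948 ± 39368 (SD, n = 3) in O4 libraries, against 270936 ± 37767 (SD, n = 3) in OPC libraries. Mag, Mobp, Enpp6, Pdgfra, Cspg5, Ptprz1 and Fabp7 are markers that the study named for this comparison on the same libraries, so their direction is not independent evidence.

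Among the lists, all 20 tested markers of committed and newly formed oligodendrocytes rose (median log2 fold change 2.04), with Bmp4 at 3.53 and Casr at 8.82, as did 26 of 34 myelin genes (27 adjusted over the list alone, with 1 that fell; median 2.04). Among OPC markers 14 of 20 fell (15 adjusted over the list alone), and among cell cycle genes 33 of 35 (all 35 adjusted over the list alone). Their adjusted p by camera was 1.03e-20 for both oligodendrocyte lists, 7.73e-08 for OPC markers and 7.91e-14 for the cell cycle. With an estimated correlation the adjusted p was 0.153 for committed oligodendrocytes, 0.119 for myelin, 0.341 for OPC markers and 0.386 for the cell cycle. That setting thus called none of these lists, though all 20 committed oligodendrocyte markers rose. A call lost under it, here or below, therefore does not by itself argue against a list. Activators of differentiation had 6 members that rose, among them Myrf at 3.82 and Nkx6-2 at 6.27, and 3 that fell (8 and 4 adjusted over the list alone; adjusted p = 0.0252, and 0.484 with an estimated correlation), and 5 of 19 inhibitors fell (adjusted p = 0.008, and 0.386 with an estimated correlation).

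Some genes of lipid synthesis rose in O4 cells. Of the sphingolipid genes, 8 of 23 rose and 1 fell, with the fatty acid hydroxylase Fa2h at 2.53 and the galactosyltransferase Ugt8a at 1.76, which make galactolipids of myelin (adjusted p = 0.0115, and 0.377 with an estimated correlation). Of the fatty acid synthesis genes 8 of 25 rose, with Elovl7 at 2.19 and Pnpla3 at 0.74 (adjusted p = 0.0119, and 0.386 with an estimated correlation), and of the cholesterol synthesis genes 8 of 25, with the sterol isomerase Ebp at 0.53 (adjusted p = 0.0115, and 0.532 with an estimated correlation). Cytosolic ribosomal protein genes had a median of 0.33, and 33 of 79 rose (47 adjusted over the list alone; adjusted p = 1.59e-11, and 0.46 with an estimated correlation). Phospholipid remodelling genes had 10 members that rose and 3 that fell (10 and 4 adjusted over the list alone), with no call for the list (adjusted p = 0.1).

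Markers of immune cells moved with the O4 sort. Of 19 microglial genes 16 rose (17 adjusted over the list alone), with the purinergic receptor P2ry12 at 1.52, the complement gene C1qb at 1.97 and the growth factor receptor Csf1r at 1.53, the last from 742 ± 161 (SD, n = 3) to 2133 ± 402 (SD, n = 3). Of 10 border macrophage genes 5 rose (7 adjusted over the list alone), with Mrc1 at 2.37, F13a1 at 2.22 and Lyve1 at 2.01. The adjusted p was 8.97e-12 for microglia, lost at 0.283 with an estimated correlation, and 2.3e-05 for border macrophages, kept at 0.0222 with an estimated correlation. Astrocyte markers had 6 members that rose and 1 that fell, with the water channel Aqp4 at 1.65 (7 and 1 adjusted over the list alone; adjusted p = 0.008, and 0.46 with an estimated correlation). Meningeal fibroblast genes were lower, 10 of 13, with the collagens Col3a1 at -1.25 and Col1a2 at -1.23 (adjusted p = 1.47e-06, and 0.386 with an estimated correlation), and 7 of 16 interneuron progenitor markers fell while 2 rose (adjusted p = 0.0453, and 0.46 with an estimated correlation). Fibroblasts of the meninges carry Pdgfra as well. Median log2 fold changes of the lists without a call were 0.14 for endothelium, 0.09 for pericytes, 0.22 for excitatory neurons, -0.15 for ependyma, 0.36 for erythroid cells, -0.03 for MHC class I, 0.86 for MHC class II, 0.05 for the interferon response, -0.14 for immediate early genes and 0.07 for the response to ER stress. With the replicate number as a block, immediate early genes (adjusted p = 0.00563) and erythroid markers (0.0499) were called as well, and with an estimated correlation in that block no list was, these 2 at 0.599 and 0.561 and the border macrophages at 0.457.

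By limma 4128 of 15565 genes passed, 2223 higher and 1905 lower in O4 cells, and 4521 met the threshold of the study. The genes with the smallest p also included Cdk18 at 8.01, Epcam at 5.73, Tmem88b at 5.45 and 9630013A20Rik at 5.19 among those higher, and Draxin at -2.11 ± 0.21, Col4a6 at -1.85, Ranbp3l at -1.31, Sncaip at -1.30, Col4a5 at -1.28, Fstl5 at -1.10, Cdk6 at -1.07, Col26a1 at -0.94, Trim67 at -0.93 and Dlgap3 at -0.62 among those lower. The count was 2475 without the 2afl/fl O4 library 1, 2717 without library 3 of that group, 2949 with the replicate number as a block (2737 of them among the 4128) and 848 when the 6 libraries were fitted alone. Of those 848, 847 were among the 4128, and in that fit Pdgfra, Cspg5, Ptprz1 and Fabp7 kept their fold changes but did not pass.

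In 2aOKO mice the same comparison asks how the sorts differ in that genotype. Mag rose by 9.09, Mbp by 6.94, Mobp by 10.32 and the adhesion molecule Epcam by 6.69 on the log2 scale, while the axon guidance gene Draxin fell by 2.20. All 20 committed oligodendrocyte markers rose (median 2.17), as did 26 of 34 myelin genes (median 1.90, with 3 that fell), and 33 of 35 cell cycle genes and 15 of 20 OPC markers fell. Adjusted over the list alone 28 myelin genes rose and 34 cell cycle genes fell, with the other counts unchanged. With an estimated correlation the adjusted p of these lists was 0.166, 0.166, 0.359 and 0.293. MHC class II genes, which present antigen, had 4 of 7 members that rose, H2-Aa by 2.99, H2-Eb1 by 2.48 and H2-Ab1 by 1.99 among them (adjusted p = 0.0473 by camera, 0.277 with an estimated correlation and 0.0886 with the replicate number as a block). Microglial genes (17 of 19, and 18 adjusted over the list alone) and border macrophage genes (9 of 10) rose here too, with an adjusted p of 0.277 and 0.0177 with an estimated correlation. The other called lists, sphingolipid synthesis, fatty acid synthesis, ribosomal proteins, astrocytes and activators higher and fibroblasts, interneuron progenitors and inhibitors lower, had 0.353 to 0.379 as the adjusted p with an estimated correlation.

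Of all genes tested 5145 passed limma's test in 2aOKO mice, 2738 higher and 2407 lower in O4 cells, and 4648 met the threshold of the study. With the replicate number as a block 7413 passed, 5135 of them among the 5145. Of the genes that rose, 1968 also rose in 2afl/fl mice, against 391 for independent lists, and of those that fell 1630 also fell, against 295. 0 genes passed in opposite directions, and the fold changes of both genotypes correlated across genes at 0.875, where genes are not independent replicates. Camera called 15 of 26 lists in 2afl/fl mice and 16 in 2aOKO mice, and with an estimated correlation 1 each, the border macrophages, which lost the call in 2aOKO mice too when the block was added to it (adjusted p = 0.333). Immediate early genes had a median of -0.28 (adjusted p = 0.0333, and 0.681 with an estimated correlation), and cholesterol synthesis genes had a median of 0.08 and no call.

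**Figure D2:**
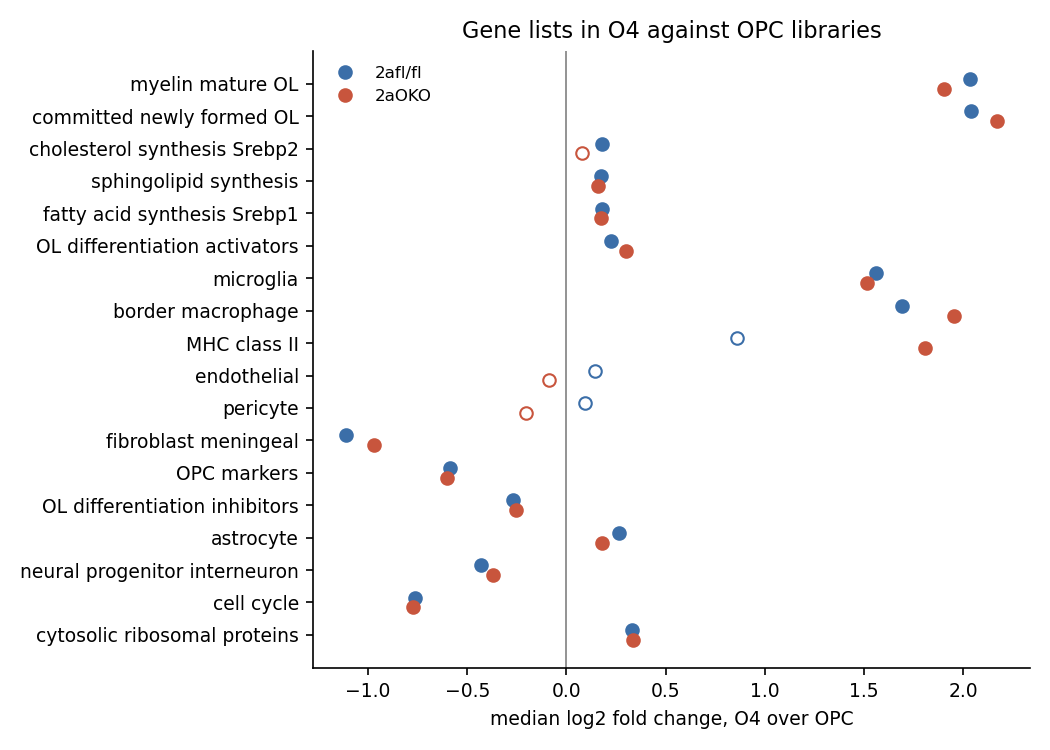
Median log2 fold change of a part of the 26 gene lists tested, O4 over OPC, in 2afl/fl and in 2aOKO mice, where filled points passed camera at the preset correlation and hollow points did not. Lists not drawn include the immediate early genes, which were called in 2aOKO mice. In 2afl/fl mice the committed oligodendrocyte and myelin lists lie highest, each at 2.04, and the fibroblast list lowest at -1.11.

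The genotype comparison in OPCs asks which genes differ between the genotypes in precursors. Genes of fatty acid synthesis had higher values in 2aOKO OPCs, though none passed over all genes. Srebf1, which encodes the transcription factor that drives fatty acid synthesis, was 2106 ± 225 (SD, n = 3) in 2afl/fl and 2901 ± 137 (SD, n = 4) in 2aOKO OPCs, a log2 fold change of 0.47 ± 0.12 (SE), the smallest p among genes with a higher value. Its target Pnpla3 was 261 ± 17.2 (SD, n = 3) against 348 ± 31.2 (SD, n = 4), and the desaturase gene Scd1 5447 ± 449 (SD, n = 3) against 6724 ± 477 (SD, n = 4). The log2 fold change was 0.41 ± 0.14 for Pnpla3 and 0.30 ± 0.12 for Scd1.

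Of 25 fatty acid synthesis genes 22 had a higher value in 2aOKO OPCs, 0 passed over all genes and 1, Srebf1, passed adjusted over the list alone. The study named Srebf1 on these OPC libraries, so its direction is not independent evidence. Of 25 cholesterol synthesis genes 22 had a higher value, with Dhcr7 at 0.19 and Cyp51 at 0.18, and 0 passed. Camera called both lists higher, with medians of 0.08 and 0.13 and adjusted p of 6.84e-07 and 2.08e-09, which became 0.141 and 0.355 with an estimated correlation. The mean of the fatty acid list per library was -0.23 ± 0.048 (SD, n = 3) in 2afl/fl and -0.10 ± 0.038 (SD, n = 4) in 2aOKO OPCs, with all 12 pairs of libraries apart. Its exact permutation p was 0.0286, the smallest possible, and 0.371 after adjustment over 26 lists. An adjusted p under 0.05 would need most of the 26 lists at that smallest p. The adjusted value therefore cannot decide for or against a single list. The ER stress list, with a difference of -0.24 between the means in OPCs, also had all 12 pairs apart and the same permutation p before and after adjustment. Astrocyte markers, with a median of 0.12, were called higher as well (adjusted p = 0.000849, and 0.507 with an estimated correlation).

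**Figure D3:**
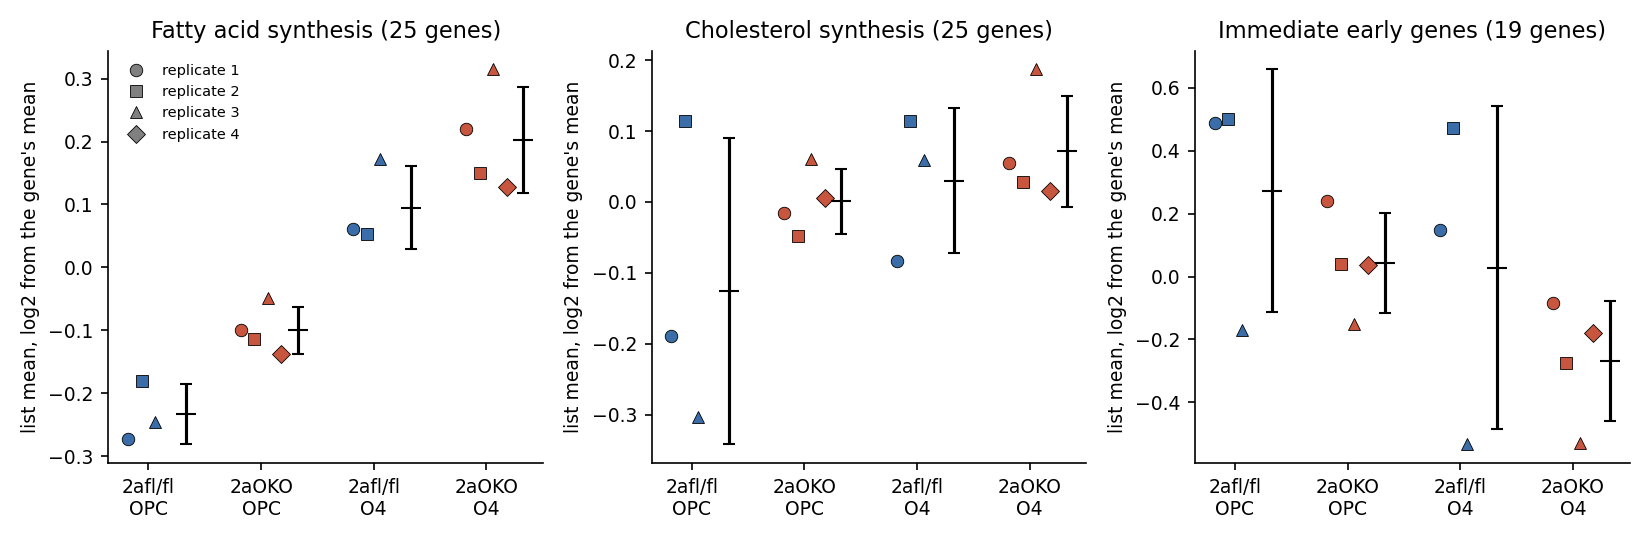
Mean per library, in log2 units from each gene's mean over the libraries, of the fatty acid synthesis, cholesterol synthesis and immediate early lists by sort and genotype, where points are single libraries marked by replicate number and bars are the mean with the standard deviation. In OPC libraries the 4 2aOKO values of the fatty acid synthesis list all lie above the 3 2afl/fl values.

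The lists called lower in 2aOKO OPCs hold genes of proliferation, translation and stress. Cell cycle genes had 34 of 35 values below 0 (median -0.12, with Pcna at -0.17), and ribosomal protein genes 73 of 79 (median -0.08). The interferon response (median -0.25, with Cxcl10 at -1.39 and Iigp1 at -1.02), the immediate early genes that answer tissue dissociation (median -0.27, with Jun at -0.33) and the response to ER stress (median -0.12, with Asns at -0.24 and Gdf15 at -1.13) lay lower, as did MHC class I at -0.21 and fibroblast markers at -0.21. In none of these lists did a member pass over all genes. Camera's adjusted p ran from 2.08e-09 to 0.0114, and with an estimated correlation the adjusted p ran from 0.141 for ER stress to 0.822 for the cell cycle. In MHC class II, not called, H2-Eb1 at -2.36 passed adjusted over the list alone and not over all genes. Camera called 10 of 26 lists, and 3 without the 2afl/fl OPC library 2, on which most of these values rest. Without it the median was -0.06 for the cell cycle, -0.11 for the interferon response, -0.14 for immediate early genes, -0.07 for ER stress, -0.08 for MHC class I, -0.07 for fibroblasts and 0.04 for astrocytes, with none of them called. Cholesterol synthesis genes had 0.05 and no call without the 2afl/fl OPC library 3. With the replicate number as a block, inhibitors of differentiation were called lower too (adjusted p = 0.0461, and 0.463 with an estimated correlation). Median log2 fold changes of 0.05 for OPC markers, 0.07 for committed oligodendrocytes and -0.02 for myelin came with no call, and the same holds for activators (0.02), inhibitors (-0.02), sphingolipid synthesis (0.00), phospholipid remodelling (0.01) and microglia (0.04).

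The genes that the study named on these OPC libraries had log2 fold changes of 0.80 for Thrsp, 0.77 for Cyb5r1, 0.46 for Tsku, 1.27 for the ceramide synthase Cers3, 0.75 for the prostaglandin synthase Hpgds, -0.69 for the thiolase Acat3, -1.09 for Nkx6-1, -0.32 for Id2, -0.59 for the pro-apoptotic gene Bmf and -0.80 for Bdnf, with adjusted p near 1 in limma. For Acat3 the direction is opposite to that of the study, which lists it as upregulated. The other genes of smallest p were Pcdhb13 at 0.89, Zbed5 at 0.60, Gm7932 at 0.56 and 4933421O10Rik at 0.39, and Rps28 at -0.82, Sde2 at -0.38, Zscan25 at -0.33 and Bccip at -0.22. By limma 0 of 15565 genes passed, 251 had an unadjusted p under 0.05 where chance gives 778 (1008 with the replicate number as a block and 507 with the block over all 14 libraries), and the deposited DESeq2 table also holds 0 at a false discovery rate under 0.05. At the threshold of the study 163 genes stood out, 86 higher and 77 lower, and 319 with the replicate number as a block. That count was 246 without the 2afl/fl OPC library 1 and 413 without library 3 of that group.

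The genotype comparison in O4 cells asks the same of immature oligodendrocytes. Pnpla3, a lipid droplet gene under Srebf1, was 438 ± 61.0 (SD, n = 3) in 2afl/fl and 631 ± 94.6 (SD, n = 4) in 2aOKO O4 cells, a log2 fold change of 0.52 ± 0.14 (SE), and Scd1 was 5179 ± 1246 (SD, n = 3) against 6597 ± 582 (SD, n = 4). Acy3, an aminoacylase, was 47.5 ± 14.5 (SD, n = 3) against 14.9 ± 3.72 (SD, n = 4), a log2 fold change of -1.59 ± 0.34. The myelin gene Mal had -0.69 ± 0.31 and the apolipoprotein gene Apod -0.44 ± 0.15. None of these passed limma's test, with adjusted p near 1. The study named all of these genes on the same O4 libraries, so their direction is not independent evidence.

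Fatty acid synthesis genes had 21 of 25 values above 0, with 0 members passing over all genes and 1, Pnpla3, adjusted over the list alone. Pnpla3 and Scd1 in this list are among the genes the study named. Camera called the list higher (median 0.09, adjusted p = 0.00172, and 0.738 with an estimated correlation). The exact permutation p of its mean per library was 0.171, and 0.836 after adjustment over 26 lists. Cholesterol synthesis genes had a median of 0.05 and no call. Myelin genes had 25 of 34 values below 0 and were called lower (median -0.11, adjusted p = 0.0303, and 0.738 with an estimated correlation), a median that was 0.14 without the 2afl/fl O4 library 3. Committed oligodendrocyte markers, with a median of 0.16, were not called, but were with the replicate number as a block (adjusted p = 2.2e-05, and 0.668 with an estimated correlation). That call rests on number 2: the means per library of the list were 1.498, 0.668 and 1.989 in the 2afl/fl and 1.518, 1.480 and 1.856 in the 2aOKO libraries 1 to 3, and the exact permutation p over all libraries of the sort was 0.743. That block also called activators and cholesterol synthesis (both 0.0409) and ependyma (0.00374) higher, microglia (0.00124) and fibroblasts (1.84e-05) lower, and neither myelin (0.0904) nor astrocytes (0.221), and with an estimated correlation it called none, at adjusted p of 0.655 or more.

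All 15 endothelial markers had values below 0 in 2aOKO O4 cells (median -0.25), as did 11 of 13 pericyte markers (median -0.18), beside the lower value of Mfsd2a. Immediate early genes were lower in 19 of 19 (median -0.30, with Jund at -0.27), interferon response genes in 26 of 30 (median -0.43, with Ifit3b at -1.43 and Oasl2 at -1.11), ribosomal protein genes in 74 of 79 (median -0.09), cell cycle genes in 31 of 35 (median -0.13) and MHC class I genes in 12 of 16 (median -0.31). Camera called these 7 lists lower, with adjusted p from 1.96e-06 to 0.0303, and called astrocyte markers higher (median 0.10, adjusted p = 0.0244). Each of them had an adjusted p of 0.738 with an estimated correlation. The median was 0.03 for ribosomal proteins without the 2afl/fl O4 library 1, 0.11 for the cell cycle without library 2 and -0.004 for astrocytes without library 3 of that group. Without the 2afl/fl O4 library 2, which lies between the sorts, the median was also -0.02 for endothelium, -0.10 for pericytes, -0.06 for immediate early genes, -0.12 for the interferon response and -0.06 for MHC class I, with none of them called. Without the 2aOKO O4 library 3 it was -0.06 for endothelium, -0.08 for pericytes, -0.19 for MHC class I, -0.03 for the cell cycle and 0.04 for fatty acid synthesis, again with no call, and -0.27 for the interferon response, which was still called. In total 10 of 26 lists were called, 5 without the 2aOKO O4 library 3 and 14 with the block.

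The genes of smallest p in O4 cells were Dhrs13os at 0.95, Dpm1 at 0.47, Abcc10 at 0.44 and Clk2 at 0.26, and Npcd at -0.80, Mettl15 at -0.50, Noct at -0.40, Phlda3 at -0.33 and Dlgap3 at -0.26. Abcc10 had 758, 961, 1078 and 790 in the 2aOKO O4 libraries 1 to 4, against 632 to 685 in 2afl/fl. Genes the study named on these libraries had 1.61 for Tm6sf2, -0.40 for Mgst3, -0.53 for Galnt6, -0.53 for Efna1, -0.44 for Tppp3, 1.43 for H2-Aa, 0.99 for H2-Ab1 and 2.34 for H2-T10. H2-Aa had 25.1, 104, 89.8 and 48.1 in the 2aOKO O4 libraries 1 to 4, against 9.50 to 36.7 in 2afl/fl, and H2-Ab1 150, 515, 754 and 195, against 131 to 202, so the libraries numbered 2 and 3 carry most of both differences. The noncoding genes had 2.30 for Gm8801, 4.28 for 1190005I06Rik, 0.99 for Slain1os, 1.01 for Uckl1os and 0.54 for G530011O06Rik in O4 cells, and 2.85, 0.50, 1.46, 1.05 and 0.81 in OPCs. The value of 1190005I06Rik in OPCs rests on the 2afl/fl library 2, where it was close to 0, and is -1.26 without it, the group means being 33.1 in 2afl/fl and 19.4 in 2aOKO. In O4 cells the 2afl/fl mean of 1190005I06Rik was 1.3, close to 0, so the size of 4.28 depends on the pseudocount. Gm8801 and H2-T10, on chromosome 17, were high in the 2aOKO libraries numbered 2 and 3 of both sorts and low in the other libraries. By limma 0 of 15565 genes passed, 450 had an unadjusted p under 0.05 where chance gives 778 (381 and 886 with these blocks), and the deposited DESeq2 table also holds 0. At the threshold of the study 248 genes stood out, 144 higher and 104 lower. Without the 2afl/fl O4 library 2 that count was 659, and without library 3 of that group it was 1117 and 4 genes passed the adjusted test, Ago3 at 1.41 (0.75 over all libraries), Syne3 at 1.14 (0.64), Arhgap5 at 0.96 (0.51) and Creb3l2 at 0.70 (0.37), named after their values were seen.

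**Figure D4:**
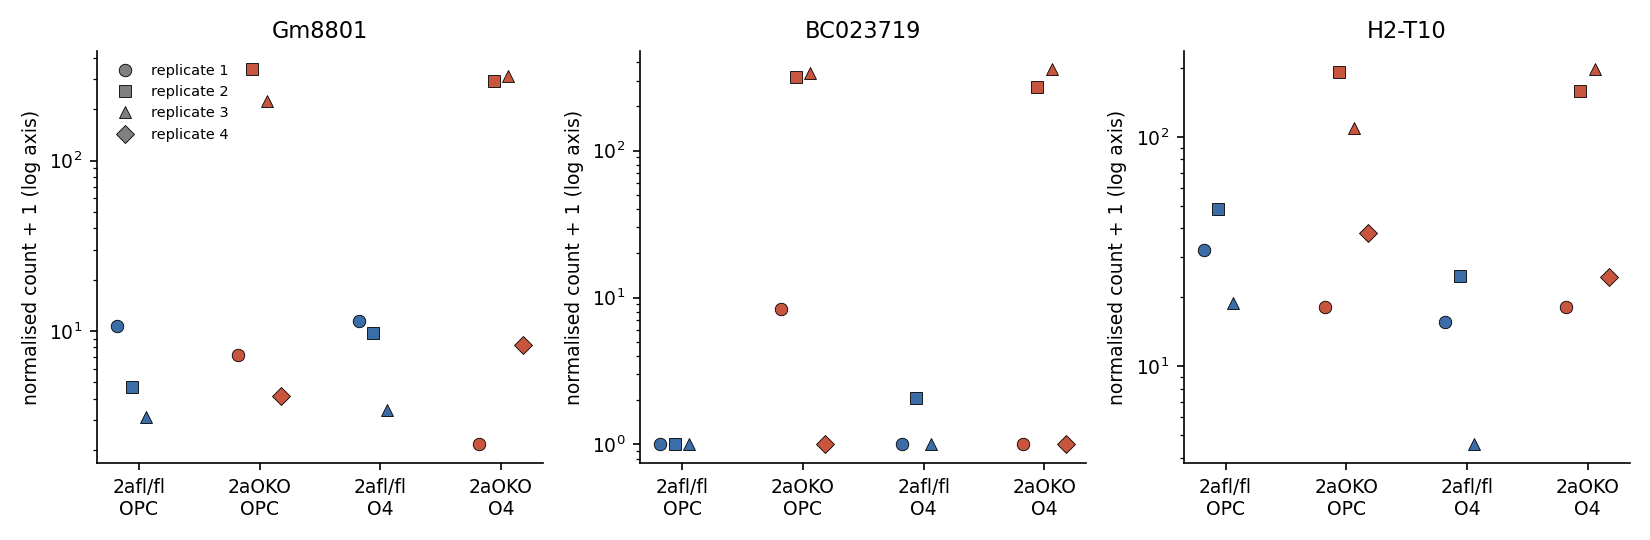
Normalised count plus 1, on a log axis, of chromosome 17 genes in each library, where each point is a single library marked by replicate number. Gm8801, BC023719 and H2-T10 are high in the 2aOKO libraries numbered 2 and 3 of both sorts.

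The difference of the genotype effect between O4 cells and OPCs asks whether the genotypes differ unequally at these stages. Cholesterol synthesis genes had a smaller genotype value in O4 cells for 22 of 25 genes (median difference -0.09), and so did all 15 endothelial markers (-0.20) and all 13 pericyte markers (-0.22), while MHC class II genes differed upwards (0.24, 4 of 7 genes, 1 passing adjusted over the list alone and 0 over all genes). Camera called these 4 lists, with adjusted p of 0.00766, 0.0261, 0.0261 and 0.0261, and with an estimated correlation 0.993, 0.993, 0.993 and 0.37. The single genes of smallest p were Dhrs13os at 1.13, Atrip-trex1 at 0.83, Mrpl22 at 0.72, Nhlrc3 at 0.58 and Bccip at 0.31, and Papln at -0.90, Dbx2 at -0.58, Tmem268 at -0.57, Phlda3 at -0.44 and Mrps27 at -0.36. By limma 0 genes passed, with 132 at an unadjusted p under 0.05 (284 and 210 with the blocks), and 117 met the threshold of the study, 221 with the replicate number as a block. Leaving out 2afl/fl libraries gave 179 (OPC 3), 338 (O4 2) and 430 (O4 3) genes at that threshold. The endothelial median was -0.01, with the test turned, without OPC library 3 of 2afl/fl and 0.02 without O4 library 2, the pericyte median -0.11 and -0.06, and that of cholesterol synthesis -0.01 and -0.03, all without a call. The number of lists called was 0 without that library, 7 without OPC library 2 and 11 without O4 library 3 of 2afl/fl, and 1 without the 2aOKO OPC library 2 or O4 library 4.

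Averaged over both sorts, Pnpla3 and Scd1 were among the genes of smallest p with higher values. Pnpla3 had 0.47 ± 0.10 (SE), Scd1 0.34, Gm7932 0.44, Abcc10 0.36 and Rfx5 0.22, and Cnih3 -0.91, Rps28 -0.65, Rpp25 -0.63, Htatip2 -0.54 and Bmf -0.53. Cnih3 and Abcc10 differed most in the 2aOKO libraries numbered 2 and 3. In the 2aOKO OPC libraries 1 to 4 Cnih3 had 324, 188, 153 and 350, against 365 to 565 in 2afl/fl. Abcc10 had 750, 918, 941 and 742 there, against 638 to 759. The fit without a block takes OPC and O4 libraries of the same genotype and number as independent. Its standard errors and p-values therefore ignore the deviations these libraries share. In the fatty acid list 3 members, Pnpla3, Scd1 and Srebf1, passed adjusted over the list alone and 0 over all genes, and 22 of 25 values lay above 0 (median 0.10, adjusted p = 1.1e-06 by camera, and 0.324 with an estimated correlation). The study named Srebf1 on the OPC libraries and Pnpla3 and Scd1 on the O4 libraries, so these 3 are not independent evidence. Cholesterol synthesis genes (median 0.09, 23 of 25 above 0) and astrocyte markers (0.12) were called higher, and 8 lists lower, from the interferon response at -0.36 and the immediate early genes at -0.29, where Jun and Jund passed adjusted over the list alone, to the ribosomal proteins at -0.09. Without both 2afl/fl libraries numbered 2, the interferon response had -0.18, the immediate early genes -0.11, MHC class I -0.09 and fibroblasts -0.08, none of them called, and the cell cycle and endothelium turned to 0.03 and 0.02, without a call. Astrocytes had 0.05 and no call without the 2afl/fl O4 library 3. Not one of the 11 lists kept its call with an estimated correlation, where the smallest adjusted p was 0.324. That setting also left the committed oligodendrocyte markers uncalled between the sorts, so this loss does not decide about the genotype. By limma 0 genes passed, with 649 at an unadjusted p under 0.05 (371 and 1172 with the blocks), and 247 met the threshold of the study. That count was 438 without the 2afl/fl OPC library 3 and 586 without the O4 library 3 of 2afl/fl.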

Values the study reported

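For the sorted-cell RNA sequencing, the study called genes at a fold change of at least 1.25 with P below 0.05. By immunofluorescence of the corpus callosum, it gave about 60% more ITPR2-positive cells and about 2.5-fold more Bcas1-positive cells in 2aOKO than in control brains, and about 50% fewer CC1-positive cells. These directions are from the main text of the study, while its figure legend states a reduction for the ITPR2 and Bcas1 stains.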

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

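The tests on counting, on a wrong label and on a lower share of the main cell type, and the search for genes that set single animals apart, were chosen after the results were seen.

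Mfsd2a was far lower in the 2aOKO libraries numbered 3, at 3615 in O4 cells and 3665 in OPCs, than in the other 2aOKO libraries (6536 to 7101 and 6843 to 7188), and no 2aOKO library lacked the transcript. Endothelial cells in the sorts are a candidate source: in each 2aOKO library the sum of 15 other endothelial markers was at least 5.64 times Mfsd2a, with Cldn5 at 3954 or more, though the 2afl/fl libraries numbered 3, at 1.85 and 2.49, do not share that ratio. A wrong label cannot be told apart from this: the lowest 2afl/fl library was at least 1.87 times the lowest 2aOKO library of its sort, above the bound of 1.5 set to argue against it, but that bound was wrong, since the lowest 2aOKO libraries are also lowest in endothelial markers and 4 of the 6 2afl/fl libraries share the 2aOKO ratio. The endothelial ratio does not decide the source either, since it sets a sum over 15 genes against 1 gene and 4 of the 6 2afl/fl libraries share it. Reads over exons outside the deletion also stay open, because the lowest 2aOKO value, 3615, is not divided by exon. Deletion in OPCs with transcript left in other cells, the biological reading of the design, is untested here beyond the permutation p-values of the report.

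Genes with a small genotype p gathered on chromosome 17: averaged over the sorts 66 of its 766 tested genes had an unadjusted p under 0.05 where its share gives 31.9 (Fisher's exact one-sided test, adjusted p = 3.16e-07 over 21 chromosomes, though genes are not independent), with 21 of 180 between 30 and 40 Mb, the region of the MHC. Without families of near-identical copies, picked by gene symbol, 50 of 661 genes remained against 26.7 (Fisher's exact one-sided p = 1.39e-05, with genes taken as independent). The gathering thus remained without those families. A gene with copies under another kind of symbol would stay in, so shared reads are not excluded. By raw count chance was not excluded, as 17 of 35 splits of the 7 animals gave as many genes, the highest other 175, and 3 of the 8 splits that part as many numbers, the highest other 80. These counts are not scaled to the genes at that p over all chromosomes, which were 3025 in the split with 175 and 649 in the real one. They therefore do not test the share that lies on chromosome 17. By share, other splits lay above the real 66 of 649, with 73 such genes of 554 and 99 of 923. The share therefore does not exclude chance either. A donor variant was set to be argued against if the animals' shared deviations over chromosome 17 stayed within the range of other autosomes, which they did (0.544, others 0.266 to 0.579), but chromosome 4 at the top of that range itself holds 5 genes that set single animals apart, against 6 on chromosome 17, so the bound could not separate them. It stays open as a hypothesis that the animals carry different haplotypes there, because Gm8801, BC023719 and H2-T10 were high only in the 2aOKO animals 2 and 3.

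Microglial and border macrophage genes were higher in O4 than in OPC libraries, with 16 of 19 and 5 of 10 passing in 2afl/fl mice and Csf1r at 2133 ± 402, C1qa at 930 ± 324, C1qb at 872 ± 234 and Stab1 at 1466 ± 161 (SD, n = 3) in their O4 cells. A lower share of the main cell type in the O4 sort would raise the markers of every other type alike, but the microglial mean rose over the endothelial one by 1.36 ± 0.16 (SE, n = 3 libraries per sort) in 2afl/fl and 1.43 ± 0.32 (n = 4) in 2aOKO mice, with 0.647 as the smallest lower limit of the 95% intervals for endothelium and pericytes, which argues against it; the fibroblast list first used cannot test this, since OPC beads bind Pdgfra. Cells carried along by the O4 beads may bring these reads: the 29 markers rose and fell together over the 7 O4 libraries at a median pairwise correlation of 0.440, between the bounds of 0.5 and 0.2 set for and against it, with 0.312 in OPC libraries and 0.0019 among other genes, so this stays open. Expression of these genes by the O4-positive cells themselves was not tested.

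In 60 tests for a library far from the others, made on several measures of the same 2aOKO OPC and 2aOKO O4 groups, 6 were found where chance gives 3, and the 2afl/fl groups, of 3 libraries, were not tested. The normalised total of the 2aOKO O4 library 3 was 39731300, above the 37146700 to 37565200 of the other 3. The mean of the inhibitors of differentiation was 0.226 in the 2aOKO OPC library 4, above 0.0599 to 0.0669 in the others. Cell cycle genes had a mean of 0.240 in the 2aOKO OPC library 3, below 0.343 to 0.358 in the others. Interneuron progenitor markers had a mean of 0.299 in the same library, above 0.0409 to 0.0807 in the others. The genotype effect differed between O4 cells and OPCs for cholesterol synthesis (adjusted p = 0.00766 by camera), endothelium (0.0261), pericytes (0.0261) and MHC class II (0.0261), and with an estimated correlation none kept the call (0.993, 0.993, 0.993 and 0.37).

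Other splits of the libraries were counted for each result of the gene fits. For O4 against OPC in 2afl/fl mice the 10 splits are too few for a share under 0.05: the real values and the highest of the others were 4128 and 1 genes at the adjusted threshold, 4521 and 2623 at the threshold of the study, and 15 and 17 lists. In 2aOKO mice chance was excluded for the 5145 genes (1 of 35 splits, highest other 9) and the 4648 genes (1 of 35, highest other 1726), and not for the 16 lists (3 of 35, highest other 20). The 8 splits that part as many numbers are too few for a share under 0.05: each of these counts was reached by 1 of the 8, with 0, 1179 and 12 as the highest others. For the genotype chance was not excluded at any count. In OPCs the real 0, 163 genes and 10 lists were reached by 35, 24 and 13 of 35 splits, the highest others being 5, 685 and 15, and by 8, 2 and 3 of the 8 splits that part as many numbers, with 5, 170 and 12. In O4 cells the 0, 248 genes and 10 lists were reached by 35, 31 and 18 of 35, with 992, 1975 and 17, and by 8, 7 and 2 of the 8, with 5, 643 and 13. For the difference the 0, 117 genes and 4 lists were reached by 35, 31 and 26 of 35, with 0, 1268 and 11, and by 8, 6 and 7 of the 8, with 0, 285 and 8. For the average the 0, 247 genes and 11 lists were reached by 35, 26 and 22 of 35, with 366, 1126 and 17, and by 8, 3 and 5 of the 8, with 9, 318 and 14. In each genotype comparison the split with the most genes at the threshold of the study parts 0 or 1 of the numbers, which points to a structure of the samples, and 643 and 285 among the splits that part as many show that it does not follow the numbers alone.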

How the results depend on the processing

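The block over all 14 libraries, chromosome 17 left out the 2afl/fl libraries numbered 2 or 3 left out and all 4 libraries numbered 3 left out were chosen after seeing the data. Over all alternatives 428 of 498 values of counts stayed within 1.5 times and 70 moved, 3411 of 3438 values of named genes kept direction and side of the threshold, 15 lost the call and 12 turned, and of 1894 values of lists 1639 were the same, 245 lost the call and 10 turned. The fits with edgeR and DESeq2 were not run, since whole reads were not recoverable. Where no cause is named below, the cause was not tested. The number of genes at the threshold of the study in OPC, O4, the difference and the average was 304, 377, 249 and 387 with no filter, where more genes are tested, 91, 155, 52 and 141 at a mean of at least 50, where fewer are, and 26, 43, 10 and 53 at p under 0.01. No filter left 1 list in the difference. With only the libraries compared it was 152 in O4, and 848 genes passed in O4 against OPC in 2afl/fl, from fewer samples. With quality weights it was 268, 126 and 77 in OPC, O4 and the difference, with 6 lists in O4. With the replicate block it was 319 in OPC and 221 in the difference, and the report gives the number of genes it called between the sorts and each named gene and list whose call it changed. With the block over all 14 libraries it was 304, 469 and 427 in OPC, O4 and the average. An estimated correlation left 1, 0, 0, 1, 0 and 0 lists in the comparisons of O4 with OPC in 2afl/fl, genotype in OPC, genotype in O4, O4 with OPC in 2aOKO, the difference and the average, and fry called 0 in each genotype comparison. Between the sorts fry called 15 lists in 2afl/fl and 17 in 2aOKO mice. Without the 2afl/fl libraries numbered 2, 4 lists were called in OPC and 8 in the difference, 667 genes in O4 and 323 in the difference met the threshold of the study, and the list medians were 0.105 for the cell cycle in O4, 0.0324 for it in the average and 0.0161 for endothelium in the average. Without those numbered 3, 1370 genes passed in O4 against OPC in 2afl/fl, 9 in O4 and 29 in the average, and 496, 1154, 351 and 928 met the threshold of the study in OPC, O4, the difference and the average, with a myelin median of 0.144 in O4. Without all 4 libraries numbered 3, from fewer samples, 1279 and 3338 genes passed in O4 against OPC in 2afl/fl and 2aOKO and 0 in each genotype comparison, 345, 856, 298 and 630 met the threshold of the study in OPC, O4, the difference and the average, the myelin median was 0.0404 in O4, and Pdgfra, Cspg5, Ptprz1 and Fabp7 kept their direction but did not pass in 2afl/fl. The noncoding gene 1190005I06Rik in OPC had -0.0165 at a pseudocount of 5 and -1.26 without the 2afl/fl libraries numbered 2. Leaving out each library gave 2475 to 5880 genes in O4 against OPC in 2afl/fl and 0 to 4 in the genotype comparison of O4. At the threshold of the study it gave 120 to 413 in OPC, 212 to 1117 in O4, 98 to 430 in the difference and 186 to 586 in the average. The lists called ran from 3 to 14 in OPC, 5 to 13 in O4 and 0 to 11 in the difference. The log2 fold change of 1190005I06Rik in OPC ran from -1.26 to 1.93, and that of Mfsd2a from -0.94 to -0.38 in OPC, -0.80 to -0.33 in O4, -0.46 to 0.18 in O4 against OPC in 2afl/fl, -0.28 to 0.17 in 2aOKO and -0.23 to 0.41 in the difference. List medians ran from -0.40 to 0.0186 for endothelium in the difference, and in O4 from -0.215 to 0.0308 for ribosomal proteins, -0.369 to 0.105 for the cell cycle, -0.426 to 0.144 for myelin and -0.00397 to 0.237 for astrocytes. At an estimated 32900000 to 44200000 reads, depth limits mainly genes near the minimum mean.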

Other observations

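The genes below were chosen after their values were seen, as were the fits without libraries numbered 3.

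Single animals stood apart in small groups of neighbouring genes. In the 2afl/fl animal 2, Odf3l1, Snx33, Imp3 and Snupn, which lie together on chromosome 9 (56755943 to 56890484 in mm39), were far above the other animals in both sorts: Snx33, a sorting nexin, had 31901 in its OPC and 28687 in its O4 library, against medians of 734 and 717. Cspg4, which the study names as a classical OPC marker, was also highest in this animal, by less. It had 116056 in the OPC library, against 63381 to 75886 in the others, and 98928 in the O4 library, against 30852 to 46311. Gm5859, Gm29801, Gm29804 and Ccl21b on chromosome 4, which lie in a region of copies, were close to 0 in the 2afl/fl animal 1 and the 2aOKO animal 4, where the medians of Gm5859 were 144 in OPC and 81.1 in O4 libraries. Tdg, a DNA glycosylase, was low in 2afl/fl animal 1 and 2aOKO animals 2 and 3, at 266, 250 and 265 in OPC libraries against a median of 2647. On chromosome 17, Gm8801 had 342 and 222 in the OPC libraries and 292 and 314 in the O4 libraries of 2aOKO animals 2 and 3, and 1.15 to 10.5 elsewhere, and BC023719 and H2-T10, whose positions overlap, were high in the same libraries. In total 46 genes lay more than 2 log2 units from the median of both sorts in at least 1 animal, 17 of them in 2afl/fl animal 2 and 1 in 2aOKO animal 1. Genes with near-identical copies, such as Gm8801 and the H2 family, are uncertain, since reads can be split among the copies.

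Without the 2afl/fl libraries numbered 3, 29 genes passed limma's adjusted test for the genotype averaged over the sorts. Those lower in 2aOKO cells included Nfkbia at -0.82 (-0.43 over all libraries), Nfkbiz at -0.75 (-0.42), Ier3 at -0.86 (-0.52), Maff at -0.90 (-0.48), Socs3 at -0.92 (-0.50), Atf3 at -0.66 (-0.32) and Atf4 at -0.40 (-0.22). Among those higher were the noncoding gene Slain1os at 1.75 (1.23), Ago3 at 0.87 (0.50) and Bche at 0.52 (0.26). That fit keeps the 2aOKO libraries numbered 3 and takes the OPC and O4 libraries of an animal as independent. Without all 4 libraries numbered 3, 0 genes passed, as with all libraries. Nfkbia was then -0.73 ± 0.11 (SE, against ± 0.12 before), 28 of the 29 values were smaller, and the smallest adjusted p among them was 0.110. That fit shares its 10 libraries with the one that chose the genes, so it does not test them anew. The libraries numbered 3 had the lowest immediate early mean of each group, at -0.17 and -0.15 in 2afl/fl and 2aOKO OPCs and -0.53 and -0.53 in O4 cells.

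The genotype log2 fold changes in OPC and O4 cells correlated across genes at 0.236. Of 35 splits of the 7 animals 22 gave as high a correlation, the highest other 0.396, and 2 of the 8 that part as many numbers, the highest other 0.260, so chance was not excluded. OPC and O4 libraries of the same genotype and number share deviations, at correlations of 0.326 to 0.480 across genes.

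In the deposited tables of differential expression, 2337 of 2343 genes in OPC, 2332 of 2340 in O4 and 2375 of 2388 in O4 against OPC whose statistics did not match their own library values matched the means of another gene. Acat3 and Cers3 in OPC and Acy3, Apod and H2-T10 in O4 are among them. From the library values Acat3 was 58.1 ± 14.5 (SD, n = 3) in 2afl/fl and 35.6 ± 8.10 (SD, n = 4) in 2aOKO OPCs, lower in 2aOKO, whereas the study lists it as upregulated.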
